A study of Homo sapiens with 38 samples.

How the data were processed

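ChIP-seq of stimulated Jurkat cells was represented by 3 lists of peaks, for BHLHE40, GATA3 and H3K27ac, each from a group of 2 samples with a control lentivirus. Per the labels' protocols, cells were fixed with formaldehyde, sonicated and incubated with an antibody against one of these targets before library preparation. The stimulation lasted 5 hours per the sample labels and 2 hours per the treatment protocol, and this difference was left unresolved. Samples were grouped by their titles, which gave 38 samples in 19 groups of 2. The other 16 groups, including input controls, edited cells and over-expressing cells, were not analysed here.

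The aligner, the peak caller, the filters and the use of input controls are not stated in the labels or in the lists. The lists follow the narrowPeak layout. Each of the 3 lists stands for a group and not for a single sample: for the factors the deposited list names and scores give a threshold of 0.05 on the irreproducible discovery rate (IDR, a measure of how well peak ranks repeat between 2 samples), and the H3K27ac list is named as pooled. The score in the authors' factor lists ran from 540 to 1000, the range given by −125 times log2 of the IDR with a maximum of 1000. An IDR of 0.05 corresponds to 540 and one of 0.01 to 830 on this scale. For H3K27ac the deposited score was 10 times the −log10 p, given as a whole number, in all 113570 lines. The lowest −log10 p was 2.05 and the lowest score was 20. The signal value per peak is the authors' measure of enrichment, and what it is relative to is not stated. The −log10 p-value and −log10 q-value of each peak are also the authors' deposited values. They were used only to describe, rank or filter peaks within 1 list. An IDR threshold keeps peaks whose ranks repeat, so weak but repeatable regions stay in the factor lists, whereas a pooled list has no such filter and holds many weak regions. The depth of the samples is unknown, so no interval that needs it is given.

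The genome build is not stated. Scaffold names were those of GRCh38, and the gene table used for annotation was that of GRCh38.p14 with 59716 gene records on the chromosomes of the lists, 20050 of them protein-coding. The build was checked on 23 chromosomes. BHLHE40 summits lay within 1 kb of the end of a gene record 3.93 to 6.99 times as often as after 200 circular shifts, on each chromosome. Coordinates are 1-based.

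Overlapping lines within a list were to be merged, but no lines overlapped, so each line is 1 region. A region was shared when it overlapped a region of the other list by at least 1 bp. Overlap was tested against 10000 circular shifts of all regions within each chromosome, with a one-sided permutation p-value, and alternatives used 1000 shifts. The co-occurrence of the factors across H3K27ac regions was measured as a Mantel-Haenszel odds ratio over 10 strata of region width. Intervals on odds ratios, on differences of shares, on ratios of medians and on Spearman's rho came from 1000 bootstraps of 5 Mb blocks. Summit distances were tested against 10000 random placements of the GATA3 summit in its region. Benjamini-Hochberg adjustment covered the 4 permutation tests. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

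The functions were tested on simulated data. A planted overlap share of 30% was recovered as 29.4% over 19755 regions, planted odds ratios of 1 and 3 as 1.01 and 3.00 over 113570 regions, and a planted ratio of 2 as 2.02 over 10000 regions. The intervals held the planted odds ratio in 19 and 18 of 20 draws, and the odds ratios given are those of the last draw. Each simulated region was drawn independently within its width stratum. How well the intervals hold for regions that cluster along the genome was therefore not tested.

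The planned tests and the rule for named genes were fixed before the data were examined. The gene-boundary results, the moves of 20 to 100 kb, the exchanged summit positions and the tests and other gene names of the closing section were chosen afterwards. The rule for named genes took the loci of the genes whose proteins were immunoprecipitated or over-expressed (GATA3, BHLHE40 and TAL1) and of CD69. Within 50 kb of each gene record all regions were counted and up to 3 of the strongest per list were described, together with the 3 regions with the highest signal value in each list. The plan was changed in 2 places. No genome sequence was used here, so 6 planned results on sequence motifs were not run. The gene table gives no strand, so planned distances to transcription start sites were replaced by distances to the nearer end of a gene record, called a gene boundary. A gene boundary can be the start or the end of a gene, and exons, introns and untranslated regions are not told apart.

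The alternatives were a stricter score of at least 830, summit-based, fixed-width and larger-share definitions of overlap, a −log10 q of at least 5 for H3K27ac, autosomes without the 1% strongest regions, lists of equal length, other strata and placements inside H3K27ac regions. Moving regions by 20 to 100 kb, exchanging relative summit positions and all settings based on gene boundaries were added after seeing the data.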

Results

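The series profiled protein binding and histone marks in Jurkat cells, an established human T-cell leukaemia line, by chromatin immunoprecipitation and sequencing (ChIP-seq). In this assay, DNA bound to a protein or modified histone is fixed, pulled down with an antibody and sequenced, and places with many reads are listed as peaks. The labels gave 38 samples in 19 groups of 2 samples each, all labelled as stimulated with PMA at 50 ng/ml and ionomycin at 500 ng/ml. The design set cells carrying a base-editing guide for an element called RE4 against cells with a control guide, and cells over-expressing BHLHE40 against cells with a control lentivirus. The values below come from 3 of the 19 groups, all with the control lentivirus: GATA3, BHLHE40 and the histone mark H3K27ac, which marks active promoters and enhancers. The other 16 groups were not analysed here, so neither the effect of the edit nor that of BHLHE40 over-expression was measured. The comparison open to these lists was where the GATA3 and BHLHE40 factors lie relative to each other and to H3K27ac in control stimulated cells.

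Each group of 2 samples was represented by 1 list of peaks. Signal values, scores and q-values are the authors' own values per peak, and no value per sample was used, so no spread between replicates can be given. The sequencing depth behind the lists is unknown. Intervals on shares of regions are 95% Wilson intervals and cover counting only. Regions of one list are not independent replicates.

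The BHLHE40 list held 26205 regions with a median width of 739 bp, together covering 24.1 Mb. The GATA3 list held 29009 regions with a median width of 596 bp, covering 20.1 Mb. The H3K27ac list was longer and made of smaller regions: 113570 regions with a median width of 232 bp, covering 39.2 Mb. In the H3K27ac list, 18899 regions (16.6%) had the minimum width of 180 bp and 28551 had a −log10 q of at least 5. The median −log10 q was 54.9 for GATA3, 46.8 for BHLHE40 and 3.00 for H3K27ac. A q-value above 0.05 was listed for 30 GATA3 regions, 58 BHLHE40 regions and 5084 H3K27ac regions.

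The first comparison asked how often each factor lay in chromatin with H3K27ac. Of the GATA3 regions, 14249 of 29009 (49.1%, interval 48.5% to 49.7%) overlapped an H3K27ac region by at least 1 bp. Regions shifted at random along their chromosome overlapped in 3.75% of cases, so the overlap was 13.1-fold higher than the shifted mean. Of the BHLHE40 regions, 20027 of 26205 (76.4%, interval 75.9% to 76.9%) overlapped H3K27ac, against 4.53% after shifting, a 16.9-fold difference. In both cases none of 10000 shifts reached the observed overlap (one-sided permutation p = 0.0001, the smallest these shifts can give, and 0.0001 after Benjamini-Hochberg adjustment over 4 tests). Moving each region by only 20 to 100 kb, a setting chosen after seeing the data, lowered the folds most, to 6.71 for GATA3 and 8.49 for BHLHE40. Restricting H3K27ac to regions with a −log10 q of at least 5 lowered the shares to 33.4% for GATA3 and 60.2% for BHLHE40, and raised the folds to 26.9 and 38.6.

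The second comparison asked whether both factors occupied the same places. Of the GATA3 regions, 14123 (48.7%, interval 48.1% to 49.3%) overlapped a BHLHE40 region, against 1.42% after shifting, a 34.2-fold difference with the same smallest permutation p of 0.0001. In the other direction, 13877 of 26205 BHLHE40 regions (53.0%, interval 52.4% to 53.6%) overlapped a GATA3 region. The alternative that lowered this fold most placed the 14249 GATA3 regions with H3K27ac at random inside H3K27ac regions. There the observed overlap with BHLHE40 was 76.7% and the random placement gave 43.0%. The fold fell to 1.78 and stayed above 1 (one-sided permutation p = 0.001, the smallest that 1000 placements can give). The placements were not matched for the significance of the H3K27ac region. BHLHE40 overlapped 5.32% of H3K27ac regions with a −log10 q below 2 and 96.3% of those at 50 or more. A shared preference for significant H3K27ac regions could therefore give part of the 1.78.

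**Figure D1:**
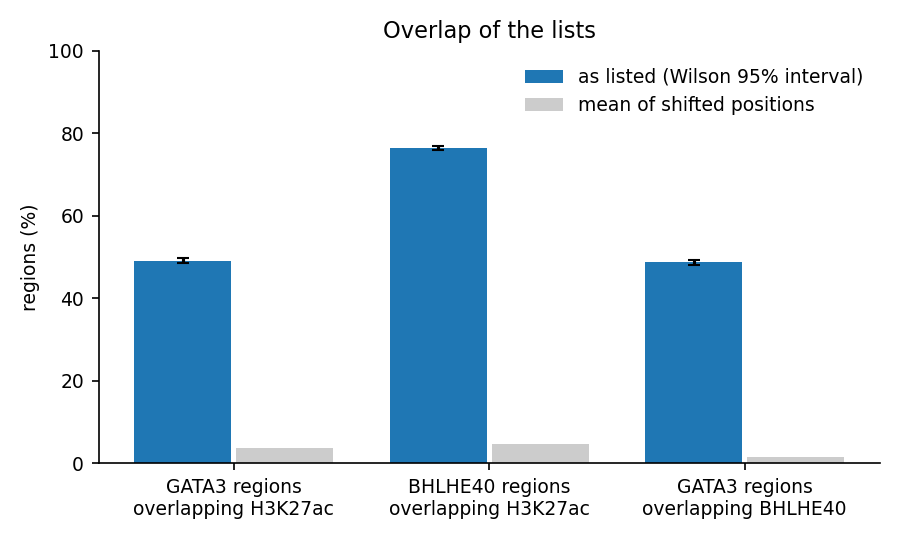
The vertical axis gives the percentage of regions of the first-named list that overlap the second-named list; blue bars are the lists as given with Wilson 95% intervals and grey bars the mean of 10000 random shifts. The observed shares are 49.1%, 76.4% and 48.7%, against 3.75%, 4.53% and 1.42% after shifting.

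Shared and unshared GATA3 regions differed in their surroundings. H3K27ac overlapped 77.4% of the 14123 shared GATA3 regions (interval 76.7% to 78.1%) and 22.3% of the 14886 unshared ones (interval 21.7% to 23%). Unshared GATA3 regions without H3K27ac numbered 11564. For BHLHE40 the same split made little difference to H3K27ac, which overlapped 77.6% of the 13877 shared regions (interval 76.9% to 78.3%) and 75.1% of the 12328 unshared regions (interval 74.4% to 75.9%).

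Among the 113570 H3K27ac regions, 13434 (11.8%) overlapped both factors, 3973 (3.50%) GATA3 only, 12593 (11.1%) BHLHE40 only and 83570 (73.6%) neither. With the width of the H3K27ac region held fixed in 10 strata, the Mantel-Haenszel odds ratio for finding both factors together was 10.6 (95% interval 9.90 to 11.3 from 1000 bootstraps of 5 Mb blocks). Leaving out the strata moved it most, to 22.4. Keeping only H3K27ac regions with a −log10 q of at least 5 gave 5.99, the lowest value among the alternatives. Splitting these regions further, for description, gave 5.32 within 1 kb of a gene boundary (interval 4.62 to 6.23) and 8.73 away from it (interval 7.87 to 9.64).

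The share of H3K27ac regions with either factor rose with the significance of the H3K27ac region. It was 8.23% (interval 7.88% to 8.59%) of 23073 regions with a −log10 q below 2, and 13.1% (interval 12.9% to 13.4%) of 61946 regions from 2 to 5. It reached 81.4% (interval 80.7% to 82.1%) of 12067 regions from 10 to 50, and 96.9% (interval 96.4% to 97.4%) of 4647 regions at 50 or more. More significant regions were also wider, with a median of 197 bp in the lowest class and 1032 bp in the highest. Moving the regions by 20 to 100 kb gave 2.75% in the lowest class and 6.60% in the highest.

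**Figure D2:**
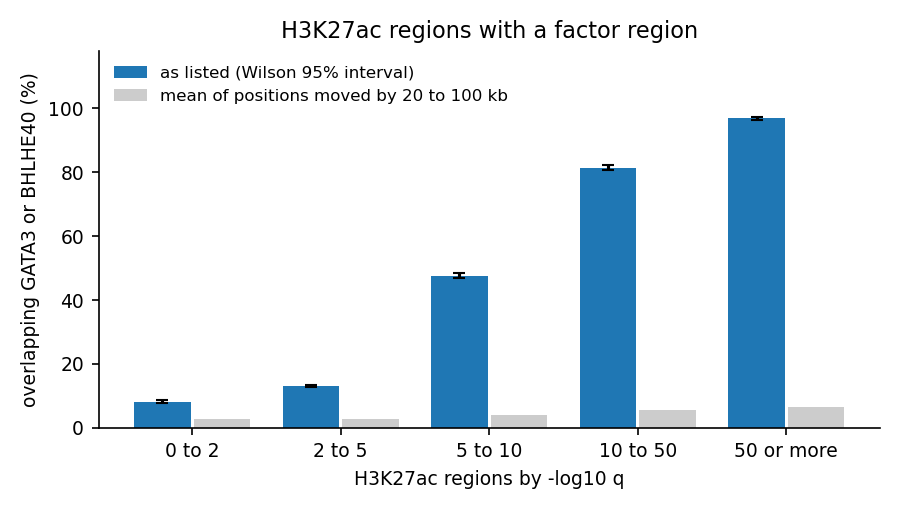
The horizontal axis gives classes of H3K27ac regions by the authors' −log10 q and the vertical axis the percentage overlapping a GATA3 or BHLHE40 region; blue bars carry Wilson 95% intervals and grey bars are the mean of positions moved by 20 to 100 kb. The share rises from 8.23% in the lowest class to 96.9% in the highest.

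The lists differed in their distance to genes. Within 1 kb of either end of a gene record, here called a gene boundary, lay 38.1% of BHLHE40 summits and 18.4% of GATA3 summits. The difference was 19.7 percentage points (95% interval 18.9 to 20.5 from block bootstraps). The alternative that moved it most kept regions with a score of at least 830 and gave 23.6 points. Away from boundaries, 43.7% of BHLHE40 summits and 55.1% of GATA3 summits lay inside a gene record, and 18.1% and 26.5% lay between genes. A gene boundary was found at 7.83% of unshared GATA3 summits (interval 7.41% to 8.28%), 29.6% of shared GATA3 summits (interval 28.8% to 30.3%) and 47.9% of unshared BHLHE40 summits (interval 47.0% to 48.7%).

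The H3K27ac signal value was compared between the 4 classes of H3K27ac region within that single list. The median signal value was 4.44 with both factors, 4.43 with BHLHE40 only, 3.25 with GATA3 only and 3.15 with neither. The ratio of medians to the class with neither factor was 1.41 for both (95% interval 1.38 to 1.44) and 1.41 for BHLHE40 only (interval 1.38 to 1.43). For GATA3 only it was 1.03 (interval 1.02 to 1.05). This small excess changed direction when only regions with a −log10 q of at least 5 were kept (0.994, interval 0.973 to 1.00). The same was seen with only regions of 500 to 2000 bp (0.967, interval 0.944 to 0.996). In significance and width these 2 classes did differ. A −log10 q of at least 5 was listed for 29.3% of regions with GATA3 only and 10.3% with neither. Their median widths were 272 bp and 211 bp. The classes with both factors and with BHLHE40 only did not differ detectably (ratio 1.00, interval 0.983 to 1.02). The class with BHLHE40 only exceeded the class with GATA3 only by a ratio of 1.36 (interval 1.33 to 1.38). These 2 classes differed in location, with 57.2% and 11.9% of regions at a gene boundary. Away from gene boundaries the ratio was 1.17 (interval 1.14 to 1.19), and among regions of 500 to 2000 bp it was 1.52 (interval 1.47 to 1.56).

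Within the 14123 shared regions, GATA3 and BHLHE40 summits lay close together. The median distance from a GATA3 summit to the nearest BHLHE40 summit was 35 bp, against a mean of 194 bp when the GATA3 summit was placed at random in its region (one-sided permutation p = 0.0001, the smallest that 10000 draws can give). The distance was at most 10 bp in 19.5% of shared regions and at most 50 bp in 61.5%, against 13.4% within 50 bp under random placement. The alternative that moved the random value most placed summits within 100 bp to each side of the GATA3 summit, which gave a mean median of 68.2 bp and 37.9% within 50 bp (one-sided permutation p = 0.001, the smallest that 1000 draws can give). Away from gene boundaries the median distance was 27 bp over 9948 regions. The H3K27ac summits lay farther away. GATA3 summits in H3K27ac regions with a −log10 q of at least 5 were a median of 223 bp from the H3K27ac summit (9686 regions), and BHLHE40 summits 211 bp (15778 regions). Exchanging relative summit positions between regions gave shorter mean medians, of 200.5 bp and 192 bp.

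**Figure D3:**
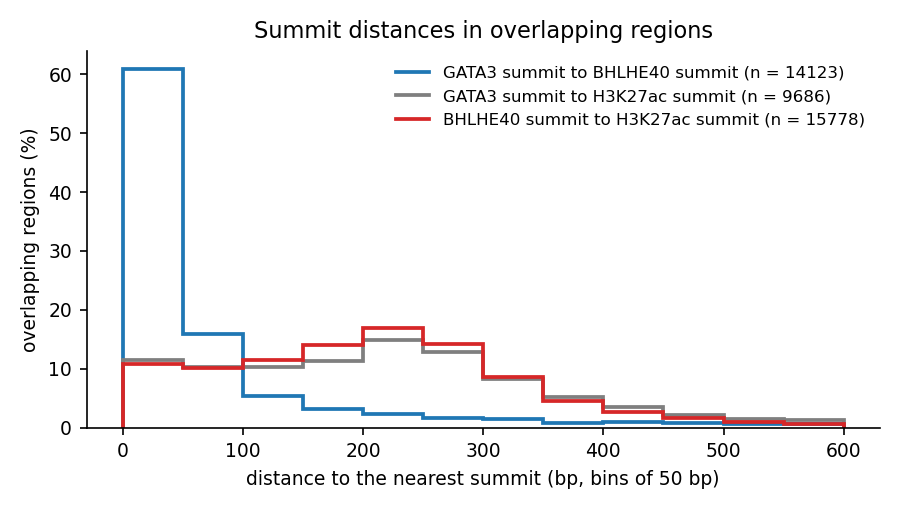
The horizontal axis gives the distance to the nearest summit in bins of 50 bp, shown up to 600 bp, and the vertical axis the percentage of overlapping regions in each bin, with 1 line per pair of lists. The GATA3 to BHLHE40 line has 60.9% of 14123 regions in the first bin, while both lines to H3K27ac summits peak between 200 and 250 bp.

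Signal values of the 2 factors rose together only weakly. Across the 14123 shared regions Spearman's rho between the GATA3 and the BHLHE40 signal value was 0.271 (95% interval 0.252 to 0.289 from block bootstraps). This correlation is across regions, which are not independent replicates. It was 0.376 (interval 0.355 to 0.395) away from gene boundaries, the alternative that moved it most. The chance of being shared depended on the signal value within each list. Each list was split into 10 deciles by signal value, with decile 1 the weakest. In decile 10, 90.2% of GATA3 regions overlapped BHLHE40 (interval 89.1% to 91.3%) and 86.7% of BHLHE40 regions overlapped GATA3 (interval 85.4% to 88.0%). For BHLHE40 the share fell steadily to 32.1% in decile 1 (interval 30.4% to 33.9%). For GATA3 it fell to 34.6% in decile 5 (interval 32.9% to 36.4%) and was 48.3% in decile 1 (interval 46.5% to 50.1%).

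**Figure D4:**
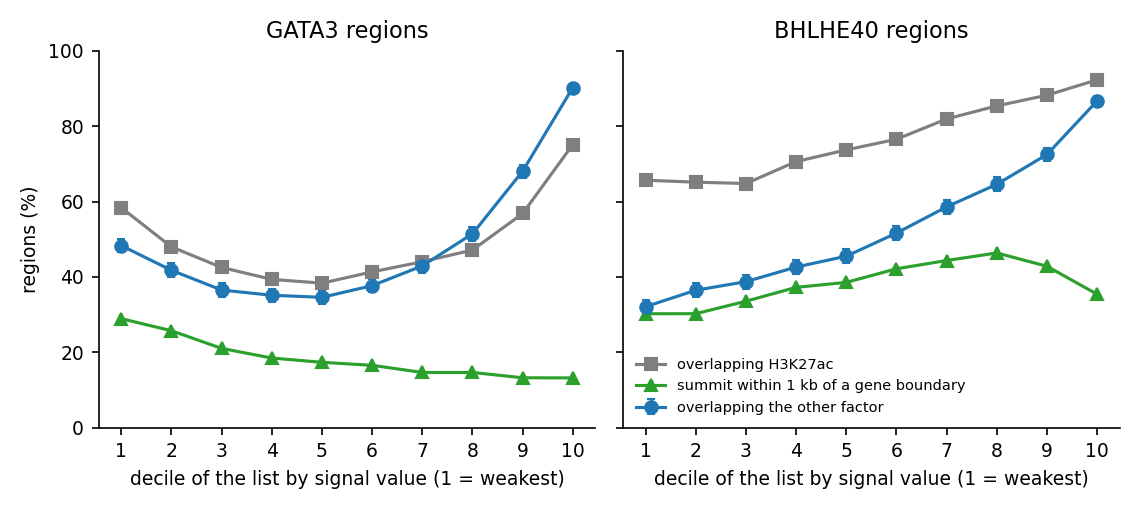
The horizontal axis gives deciles of each list by signal value, from weakest to strongest, and the vertical axis the percentage of regions that overlap the other factor (blue, Wilson 95% intervals), overlap H3K27ac (grey) or have their summit within 1 kb of a gene boundary (green). The blue line climbs from 32.1% to 86.7% for BHLHE40 and is lowest for GATA3 in decile 5, at 34.6%.

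The loci of CD69, GATA3, BHLHE40 and TAL1 were examined within 50 kb of each gene record. Positions are given on GRCh38. CD69, an early activation marker of T cells, was chosen as the gene at which the edited element RE4 is known to lie. Its record spans positions 9752486 to 9760901 of chromosome 12, and the window held 12 GATA3 regions, 7 BHLHE40 regions and 24 H3K27ac regions. In this window the strongest region of each list fell at one place outside the gene, about 4 kb beyond its higher-coordinate end. The GATA3 region spanned 9764438 to 9765919 with a signal value of 96.1, ranking 288 of 29009, and its summit at 9764969 lay 4068 bp from the CD69 record. The BHLHE40 region spanned 9763957 to 9766060 with a signal value of 99.2, ranking 47 of 26205, and its summit at 9764971 lay 2 bp from the GATA3 summit. The H3K27ac region spanned 9765010 to 9765895 with a signal value of 6.29 and its summit lay 593 bp from the GATA3 summit. A second BHLHE40 region, from 9749918 to 9762220, was 12303 bp wide and covered the whole CD69 record. It was 1 of 95 BHLHE40 regions of at least 5000 bp.

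**Figure D5:**
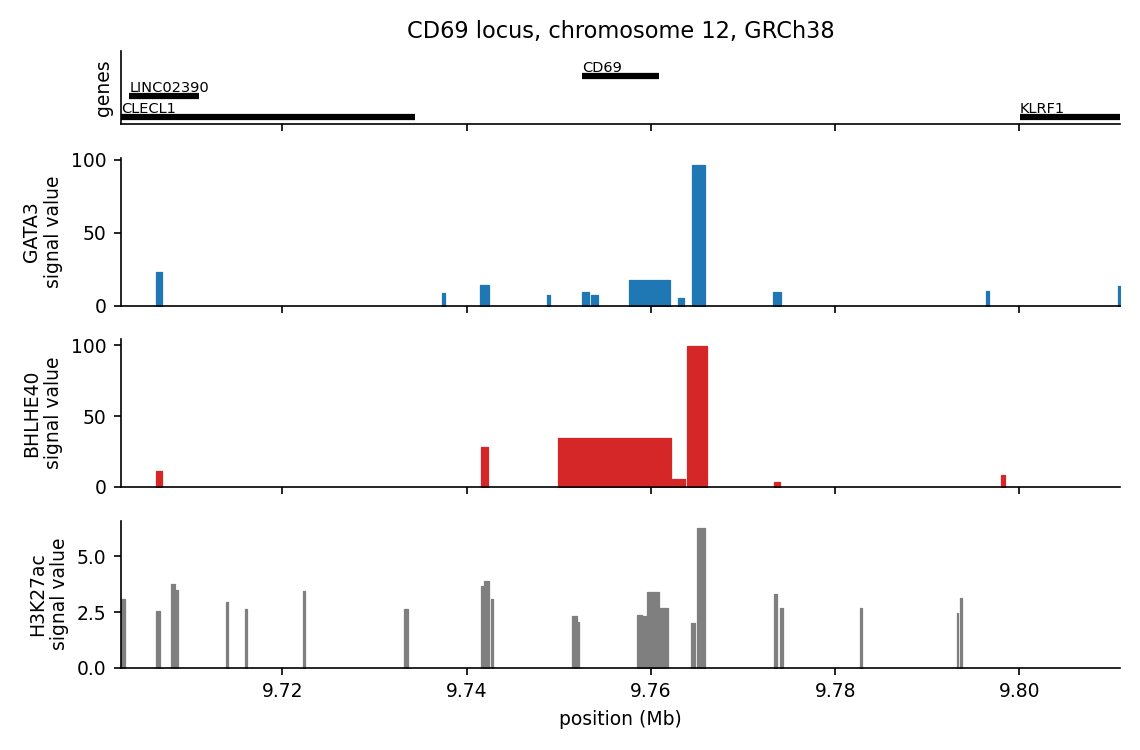
The horizontal axis gives the position on chromosome 12 (Mb, GRCh38) around CD69; the top panel shows gene records and the lower panels the regions of each list, drawn to width with the authors' signal value as height. The strongest GATA3, BHLHE40 and H3K27ac regions stand together beyond the higher-coordinate end of CD69, with signal values of 96.1, 99.2 and 6.29.

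At the GATA3 gene (chromosome 10, 8045333 to 8075198) the window held 6 GATA3 regions and 4 BHLHE40 regions. The strongest of each lay inside the gene record, at 8048126 to 8049313 for GATA3 and 8048119 to 8049233 for BHLHE40, with summits 7 bp apart. Their signal values were 75.8 and 33.2. At the BHLHE40 gene (chromosome 3, 4979437 to 4985323) the window held 8 BHLHE40 and 9 GATA3 regions. The strongest BHLHE40 region spanned 4977666 to 4980938, had a signal value of 38.5 and had its summit 287 bp outside the BHLHE40 record, inside the record of BHLHE40-AS1. The strongest GATA3 region there, from 4994191 to 4994800 with a signal value of 21.7, lay outside genes, 9113 bp from the BHLHE40 record at its summit, and overlapped no H3K27ac region.

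At TAL1 (chromosome 1, 47216290 to 47232335) there were 5 regions of each factor and 23 H3K27ac regions. The strongest GATA3 region, from 47203309 to 47204046 with a signal value of 54.4, had its summit 12575 bp from the TAL1 record and 32 bp from a BHLHE40 summit. The strongest BHLHE40 region spanned 47230821 to 47232694 with a signal value of 27.6, and its summit lay 77 bp from the TAL1 record and 16 bp from a GATA3 summit. Another shared place held a GATA3 region from 47238630 to 47239712 and a BHLHE40 region from 47238994 to 47239577, whose summits lay 21 bp apart and about 7 kb from the TAL1 record.

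The regions with the highest signal value in each list were also recorded. The strongest BHLHE40 region lay inside AHI1 on chromosome 6 (135322416 to 135324727, signal value 226), and the next inside LINC02332 on chromosome 14 (22555249 to 22557741, signal value 195) and inside SMCO1 on chromosome 3 (196511722 to 196512770, signal value 193). The strongest GATA3 region lay inside MAP3K8 on chromosome 10 (30436667 to 30437846, signal value 269). It was followed by a region outside genes with its summit 1990 bp from GLG1 on chromosome 16 (74608395 to 74609547, signal value 264). The third lay inside LINC00858 on chromosome 10 (84293431 to 84294468, signal value 259). All 6 of these regions overlapped both other lists. The strongest H3K27ac region lay on chromosome 3 (93470317 to 93470828, signal value 39), 373157 bp from the nearest gene record. The second lay on chromosome 12 (35614820 to 35615171, signal value 38), 1364728 bp from the nearest. The third lay on a scaffold not named in the gene table (21701 to 22362, signal value 36.4). Whether these 3 regions are H3K27ac or errors of read placement was not tested. No region was removed as a possible artefact for the main results. Regions on the mitochondrial chromosome, 11 for H3K27ac, 12 for BHLHE40 and 1 for GATA3, also stayed in the lists.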

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

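Across 12 results, 59 alternative settings were computed, of which 41 had been planned and 18 were added after seeing the data. In 55 of them the direction and the side of the threshold were the same. The fold of overlap over moved positions ranged from 6.71 to 26.9 for GATA3 on H3K27ac, from 8.49 to 39.3 for BHLHE40 on H3K27ac and from 1.78 to 115 for GATA3 on BHLHE40. The highest folds came from the shorter H3K27ac list for GATA3 on H3K27ac, from the summit-based overlap for BHLHE40 on H3K27ac and from fixed-width regions for GATA3 on BHLHE40. The share after moving was lower in each of these than in the reported setting. The odds ratio of co-occurrence ranged from 5.99 to 22.4, the gene-boundary difference from 18.5 to 23.6 percentage points and the rank correlation from 0.310 to 0.376. The median summit distance was 27 bp away from gene boundaries and 31 bp at a score of at least 830. The other settings for this result left the observed 35 bp as it was and changed only the random placement, whose mean median fell from 194 bp to 68.2 bp for fixed-width regions and to 112 bp for exchanged positions. The observed median stayed below the random draws in both.

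The exceptions concerned 2 small ratios of H3K27ac signal. The ratio of GATA3 only to neither factor, 1.03 over all regions, was 0.967 among H3K27ac regions of 500 to 2000 bp and 0.994 among those with a −log10 q of at least 5. The ratio of both factors to BHLHE40 only, 1.00 over all regions, was 0.989 among regions of 500 to 2000 bp. It was 1.02 away from gene boundaries, where its interval (1.01 to 1.05) excluded 1. The cause was not tested. The ratios of both factors and of BHLHE40 only to neither factor stayed above 1 in these settings, from 1.23 to 1.45 and from 1.20 to 1.47. The ratio of BHLHE40 only to GATA3 only ranged from 1.17, away from gene boundaries, to 1.52.

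No paired analysis was possible because each list stands for both samples of its group and holds no value per sample. Leaving out each replicate in turn was not run for the same reason. Counting lines without merging was not run, since no lines overlapped. The alternatives of the 6 motif results were not run with those results, and alternatives based on transcription start sites were replaced by gene boundaries. The unknown depth limits every count of regions, since a deeper sample lists more weak regions. The long H3K27ac list holds many weak regions, but which list depth affects most was not measured.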

Other observations

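The patterns below were noticed while looking through the same 3 lists on which they were then tested, so each reading is a hypothesis. For the mixed samples, for the GATA3 regions with H3K27ac and for chromosome 9, the tests were chosen only after the result or one close to it had been seen. The 3 lists come from a single condition, and no biological explanation was tested.

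GATA3 and BHLHE40 summits lay a median of 35 bp apart. Giving each GATA3 summit the relative position of another shared region's summit raised the median to 112 bp, so the shape of the regions alone does not give the distance. A few extreme regions cannot alone give the pattern, since 61.5% of all 14123 shared regions had summits within 50 bp. Without sex chromosomes, scaffolds and the 1% strongest regions of each list the share was 60.9%. That filter left 13302 shared regions, too many for the share to fall far, so this value adds no separate test. Were background at active gene ends the whole cause, the closeness would be lost elsewhere. Away from gene boundaries and without any H3K27ac region (2871 regions) the share within 50 bp was 77.2%, against a mean of 37.6% and a maximum of 40.9% with exchanged positions. At boundaries with significant H3K27ac (3597 regions) it was 35.4% against 16.9%, so the excess over exchanged positions was present in both places. Material of one factor's samples carried into the other's was assumed to leave only weak signal where its source is weak. Where GATA3 was in its 3 strongest deciles and BHLHE40 in its 3 weakest (846 shared regions), 67.4% had summits within 50 bp, against 28.2% with exchanged positions (maximum 32.5%). In the reverse case (1296 regions) it was 41.4% against 18.8% (maximum 21.6%). Under that assumption, which was not tested, carry-over in either single direction is argued against as the whole cause, and a partial one or one in both directions stays open. An earlier test, by how often the strongest regions were shared, was set aside because it did not measure the distance. Both factors may meet at the same short stretches of DNA, and signal that any antibody gathers at very open chromatin was not tested.

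BHLHE40 regions could be very wide. Regions of at least 5000 bp numbered 95 for BHLHE40, 4 for GATA3 and 0 for H3K27ac, and 42 of the 95 (44.2%) held at least 80% of a protein-coding gene record. The widest, chosen after its value was seen, spanned 16389 bp over SFPQ, and one covered CD69. One candidate explanation is signal spread along highly transcribed genes. Ribosomal protein genes were used as a set that growing cells transcribe at high rates. With a BHLHE40 region at a gene boundary (78 of 79 genes), a median of 31.2% of the gene record was covered, against 11.2% in length-matched genes, which placed them at percentile 100 of 10000 random sets. The GATA3 and H3K27ac lists were also at percentile 100 by this measure (14.2% against 7.71%, and 16.6% against 9.70%), so it does not single out BHLHE40. Without the outer 1 kb at each end, mean coverage in 51 ribosomal protein genes of at least 4000 bp was 19.4% for BHLHE40 against a mean of 6.52%, at percentile 99.99. The percentile was 94.1 for GATA3 and 47.0 for H3K27ac. Wide regions at the gene ends alone cannot be told apart from spread along the gene by this value, because a wide region that starts at an end also covers the interior. A BHLHE40 region was found at 1.27% of 1893 ribosomal protein pseudogenes (interval 0.853% to 1.88%). Reads shared with processed pseudogenes cannot be told apart from signal of the genes by this share, because no matched share was measured and the treatment of reads with several matches is unknown. Whether the antibody, the fixation or BHLHE40 itself spreads along transcribed genes stays open.

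The weakest decile of GATA3 regions overlapped BHLHE40 in 48.3% of cases and decile 5 in 34.6%, a difference of 13.7 percentage points (95% interval 11.3 to 16.6 from block bootstraps). A larger number of gene boundaries among weak regions does not explain all of it, because 6.47 points (interval 3.83 to 9.48) remained away from boundaries. Among regions without H3K27ac there was no such excess (−0.287 points, interval −2.92 to 2.23), and among regions with H3K27ac it was 5.46 points (interval 2.06 to 8.95). Weak regions having H3K27ac more often may therefore give part of the 13.7 points, but alone not the excess among regions with H3K27ac. Away from boundaries and without H3K27ac there was also no excess (−1.82 points, interval −4.45 to 0.712). At boundaries the difference was 14.4 points (interval 9.55 to 19.2). Regions with H3K27ac were not split by gene boundary, so boundaries and H3K27ac together stay open as the whole cause. Among shared regions, the share with summits within 50 bp was 40.4% in the weakest decile and 54.3% in decile 5, a difference of −13.9 points (interval −18.1 to −9.59). Part of the weakest GATA3 regions may be diffuse signal in active chromatin, but this drop cannot decide that, because it was not split by gene boundary. The weakest decile held 840 regions at gene boundaries and decile 5 held 504. Among all shared regions with significant H3K27ac, 35.4% at boundaries had summits within 50 bp, against 65.1% away from them. More boundary regions in the weakest decile could therefore give part of the drop. The lists hold no input profile to test diffuse signal directly.

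Among the 100 H3K27ac regions with the highest signal value, 11 lay within 1 kb of the end of a small nuclear RNA gene, against 51 of all 113570 (0.0449%). For BHLHE40 the top 100 held 3 against 33 of all 26205 (0.126%), so the excess was not limited to H3K27ac, and for GATA3 it held 0 against 24 of 29009 (0.0827%). Genes near these regions included RNU1-1, RNU5B-1, RNU12 and RN7SK, named after their values were seen. Small nuclear RNA genes have many pseudogenes. A region lay within 1 kb of 7.96% of 1810 such pseudogenes (interval 6.80% to 9.29%) and of 11.1% of 15035 other pseudogenes (interval 10.6% to 11.6%). Reads shared with pseudogenes cannot be told apart from signal of the genes themselves by these values, because the other pseudogenes were not matched and the treatment of reads with several matches is unknown. Reads shared among the near-identical working genes, and extra gene copies in this cell line, were not tested.

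On chromosome 9, from 21111040 to 23345376, none of the 3 lists held a region, over 2.23 Mb with 20 protein-coding gene records. These include 15 interferon genes, MTAP, CDKN2A and CDKN2B. The stretch was picked after looking through long gaps, several of which held multi-copy gene families. Of 293 other windows of the same length with at least as many protein-coding genes, 0 were without a region in all 3 lists, and the fewest regions in any was 22. This count cannot decide whether silent chromatin left the gap. The stretch was picked for being empty, and the windows were not matched for silent gene families such as the interferons. Silent chromatin, a deletion of this stretch in the cell line, or lines left out of the lists used here could each leave such a gap. These lists do not separate them.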
